A study of Rattus norvegicus with 12 samples.

How the data were processed

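RNA was sequenced from brain or testis samples of adult male Sprague Dawley rats aged 15 weeks, either wild type or carrying a human DNMT3A transgene. Per the labels' protocols, RNA was taken up in Trizol and libraries were built from total RNA with the Illumina TruSeq RNA kit. Bowtie 1.0.1 and the rat genome build Rnor_6.0 are named in the submitters' processing notes. The gene annotation, the counting tool and its treatment of strand and of reads shared between similar genes are not given in the sources used here, so values of overlapping genes and of near-identical gene copies are uncertain.

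The authors deposited 1 table of FPKM values for 25908 genes in 12 libraries, with Ensembl gene identifiers and no gene names. These values are fragments scaled to the length of the gene and to a total for the library. FPKM is a share of each library: when a few abundant genes take more of it, the values of the others fall. The reference table used for names (assembly GRCr8, 47357 genes) matched 0 of the 25908 identifiers. The files therefore do not pair identifiers with names. For this reason rat Dnmt3a, the gene lists and the named-gene rule (the genes with the largest called changes among those with a gene symbol) set before the data were examined were not analysed here. The 4 identifiers printed are the genes called in both tissues in the same direction, chosen after their values were seen.

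Depth was recovered from the steps of the FPKM values. In each gene the 12 values were whole multiples of 1 read for a single gene length, within 0.002 reads, in 100% of the 25908 genes, with lengths of up to 60000 bp tried. When the values of 2000 genes were moved by about 1% as a check, 0% came out whole. In simulated data 100% of 2561 genes gave back their exact reads. The recovered totals ran from 14004547 to 16112149 reads per library, and the listed genes held at least 99.987% of each total. The totals are therefore close to the reads in listed genes, and the mapped depth is not known. Pairs of libraries in a group differed by a chi-square of 4.53 to 13.4 per gene, so each was counted as a separate sample. Counting intervals (exact Clopper-Pearson, 95%) and the floor of 3 reads cover counting error only, since reads without molecular identifiers are not independent molecules.

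Genotypes were compared in each tissue with limma 3.58.1 in R 4.3.3, with an intensity trend, on log2(FPKM + 0.5). Genes with a mean of at least 1 FPKM over the 6 libraries of a comparison were tested, two-sided, and called at a Benjamini-Hochberg adjusted p under 0.05. A fold change on this scale understates the change of low genes. The interaction was fitted over 12 libraries and 4 group means, for genes with a mean of at least 1 FPKM in each tissue, and wild-type brain was compared with wild-type testis in the same way as the genotypes. Fold changes of the tissues were correlated across genes, which are not independent replicates. Enrichment of called genes in a class was tested with Fisher's exact test, two-sided, which treats genes as independent. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

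The fits were tested on simulated reads with means, depths and spread based on the data. In these, 100 genes changed 2-fold and 100 changed 4-fold. The brain comparison called 69 of the 2-fold and 75 of the 4-fold genes, with 5 false calls. The testis comparison called 66 and 90, with 7 false calls. The tissue comparison called 67 and 92, with 15 false calls. It gave 174 calls in all, against 14462 in the data. This simulation therefore did not cover a comparison in which most genes differ. The interaction called 50 and 93, with 5 false calls.

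Alternatives set beforehand changed the pseudocount, the filter, the scaling, the trend, the weights of libraries, the threshold, the libraries fitted and a term for the replicate number (for the interaction, for genotype and number together), and left out each library in turn. Alternatives chosen after seeing the data were limma's voom on the recovered reads, subtraction of a testis-like share from the brain libraries, a brain fit without genes over 10 times higher in testis, and an interaction fit without 2 libraries. The count of genes shared between the tissues was also repeated without each library, as a choice made after seeing the data. Testis-restricted genes were those with a testis mean of at least 10 FPKM and a median of at most 0.5 FPKM over the brain libraries, and brain-restricted genes were defined in the same way. These classes, and the class of genes under 1 FPKM in the other tissue, were also chosen after seeing the data.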

Results

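Transcript levels were compared between rats that carry human DNMT3A, a gene for a DNA methyltransferase that places methyl groups on previously unmethylated cytosines, and wild-type rats of the Sprague Dawley strain. Brain and testis were sampled from each genotype, which made 4 groups of 3 libraries. The recovered depth was 14004547 to 15209340 reads in wild-type brain, 15168234 to 15700711 in transgenic brain, 14576668 to 15965114 in wild-type testis and 14833866 to 16112149 in transgenic testis. Between 13573 and 14390 genes reached 1 FPKM in a brain library and between 14314 and 14718 in a testis library. The labels number the samples of a group but do not say whether they came from separate animals, so p-values measure the spread between these samples, which may be technical. Values of rat Dnmt3a were not analysed here, because the identifiers were not paired with gene names.

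The first comparison asked which transcripts differed in the brain of transgenic rats. Of 13827 genes tested, 16 were called: 5 were higher and 11 were lower in transgenic than in wild-type brain. The called genes differed strongly, with a median size of 1.79 on the log2 scale and a range from -3.10 to 2.57. A difference of at least 2-fold was seen for 13 of them (5 higher, 8 lower) and of at least 4-fold for 7 (2 higher, 5 lower). In testis, 6 of the 16 had a mean under 1 FPKM, which was 37.5% against 21% of the genes tested, a difference that did not pass Fisher's exact test (p = 0.12).

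The brain calls depended on each library. The count fell to 8, 2 and 4 without wild-type replicate 1, 2 and 3, and to 8, 8 and 5 without transgenic replicate 1, 2 and 3. Of these calls, 4, 2 and 2 and then 5, 5 and 4 were among the 16. Wild-type brain replicate 2 also held testis transcripts: 203 genes with a testis mean of at least 100 FPKM and a median of at most 0.5 FPKM in brain reached 1.59% of their testis level there. In the other wild-type brain libraries they reached 0.330% and 0.062%, and in the transgenic ones 0.051%, 0.119% and 0.165%. The mean was 0.662% ± 0.819 (SD, n = 3) in wild type and 0.112% ± 0.057 (SD, n = 3) in transgenic brain, which an exact two-sided permutation test did not tell apart (p = 0.3, the smallest possible being 0.1).

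**Figure D1:**
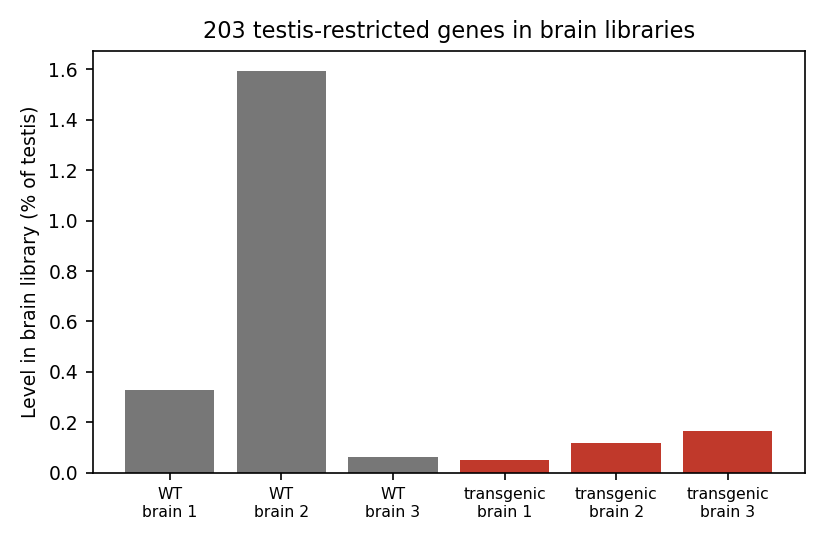
Level of the 203 testis-restricted genes in each brain library, as a percent of their mean level in testis, with 1 bar per library (grey, wild type; red, transgenic). Wild-type brain replicate 2 stands at 1.59%, and the other 5 libraries lie between 0.051% and 0.330%.

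In testis, 84 of 14572 genes tested were called, 38 higher and 46 lower in transgenic than in wild-type rats. Their median size was 1.27 on the log2 scale and they ranged from -3.66 to 4.07. A difference of at least 2-fold was seen for 56 genes (27 higher, 29 lower) and of at least 4-fold for 20 (9 higher, 11 lower). Genes under 1 FPKM in brain made up 40 of the 84 calls (18 higher, 22 lower), or 47.6%, against 25.1% of the genes tested. This excess passed Fisher's exact test (odds ratio 2.73, p = 1.1e-05). In an exact test stratified by classes of testis expression the odds ratio was 2.80 (p = 8.4e-06). Both tests treat genes as independent, and the excess was not tested on the lists without single libraries. The count of calls fell to 41, 20 and 37 without wild-type testis replicate 1, 2 and 3 and to 47 without transgenic testis replicate 2. Of these calls, 29, 18, 26 and 38 were among the 84. The count was 80 without transgenic replicate 1, with 50 of the calls among the 84, and 72, with 48 among the 84, without replicate 3, the library that correlated least with the others of its group (r = 0.983 and 0.985 across genes, against 0.988 between the other 2).

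Whether the same genes differed in both tissues was asked over the 10917 genes tested in each. Among them were 10 brain calls and 44 testis calls, and 4 genes were called in both, each in the same direction. Of these, 2 were higher and 2 lower in transgenic rats, where independent lists would share 0.004 and 0.018 genes. The 4 genes were ENSRNOG00000014090, ENSRNOG00000052141, ENSRNOG00000060437 and ENSRNOG00000061943. Of the 44 testis calls, 28 (63.6%) had a fold change of the same sign in brain, 13 of these with an unadjusted limma p under 0.05 there. Of the 10 brain calls, 8 had the same sign in testis, 5 of these with an unadjusted p under 0.05. Across the 10917 genes the fold changes of the tissues correlated weakly (Pearson r = 0.164, Spearman rho = 0.117), and 53.8% had the same sign. The comparisons share no library.

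ENSRNOG00000014090 was higher in transgenic rats in both tissues. It rose from 18.1 ± 1.48 to 51.7 ± 10.5 FPKM in brain (SD, n = 3; 2.86-fold) and from 11 ± 0.543 to 34.0 ± 10.4 FPKM in testis (SD, n = 3; 3.09-fold). The log2 fold changes were 1.47 (SE 0.15, adjusted p = 0.024) and 1.54 (SE 0.19, adjusted p = 0.023). Each transgenic value lay above each wild-type value of its tissue. The brain call was lost in 8 of 19 alternatives (adjusted p from 0.0069 to 0.15), among them those without wild-type brain replicate 1, 2 or 3, without transgenic brain replicate 2 or 3, without a filter and without an intensity trend. The testis call was lost in 6 of 17 (adjusted p from 0.00184 to 0.108): without wild-type testis replicate 1, 2 or 3, without transgenic testis replicate 2, without a filter and without a trend.

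ENSRNOG00000052141 was lower in transgenic rats. It fell from 38.8 ± 6.18 to 8.57 ± 1.11 FPKM in brain (SD, n = 3), where wild type was 4.53-fold higher, and from 33.7 ± 7.18 to 6.71 ± 1.75 FPKM in testis (SD, n = 3), where wild type was 5.02-fold higher. The log2 fold changes were -2.11 (SE 0.13, adjusted p = 0.008) and -2.25 (SE 0.20, adjusted p = 0.0084). It was the only one of the 4 genes called in brain without each library in turn. Its adjusted p ran from 0.000745 to 0.0658 over 19 alternatives in brain, where 1 ended the call, and from 0.000173 to 0.0432 over 17 in testis.

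ENSRNOG00000060437 had 0 reads in each of the transgenic libraries of brain and testis. In wild type it stood at 2.22 ± 0.225 FPKM in brain (97 to 126 reads per library) and 3.21 ± 0.508 FPKM in testis (136 to 195 reads; SD, n = 3). Against a floor of 3 reads over the 3 transgenic libraries, the limit that a count of 0 allows, the mean of wild type was at least 116-fold higher in brain and at least 167-fold higher in testis. The adjusted p was 0.039 in brain and 0.0035 in testis, for fitted log2 fold changes of -2.44 and -2.88 that depend on the pseudocount. The brain call was lost in 6 of the 16 alternatives that tested it (adjusted p from 3.81e-05 to 0.293), among them a pseudocount of 0.1, quantile normalization and the fits without transgenic brain replicate 1, 2 or 3, and the testis call held in all 17.

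ENSRNOG00000061943 was near the floor in wild type, with 3 reads over the wild-type brain libraries and 4 over the testis ones. It reached 2.46 ± 0.176 FPKM in transgenic brain (12 to 14 reads per library) and 9.12 ± 0.938 FPKM in transgenic testis (42 to 55 reads; SD, n = 3). The ratio of transgenic to wild-type reads, scaled to library depth, was 12.1 in brain (95% counting interval 3.85 to 61.5) and 35 in testis (13.4 to 130). The adjusted p was 0.039 in brain and 0.0035 in testis, for log2 fold changes of 2.07 and 3.71. The brain call was lost in 10 of 19 alternatives (adjusted p from 0.000582 to 0.293), among them each fit without 1 of the 6 brain libraries, a pseudocount of 0.1, quantile normalization and voom, and the testis call held in all 17.

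The count of shared genes fell without single libraries. Of the 4, 1 remained without each of the wild-type brain libraries and without transgenic brain replicates 2 and 3, and 2 remained without transgenic brain replicate 1. Without wild-type testis replicate 1, 2 or 3 or transgenic testis replicate 2, 3 remained. Without a wild-type brain library, the mean of ENSRNOG00000060437 fell under the filter and it was not tested. The testis transcripts carried by wild-type brain replicate 2 would equal at most 7.2% of the size of the brain difference of any of the 4 genes. Subtracting the testis-like share raised the log2 fold change of ENSRNOG00000061943, to which the 7.2% belongs, from 2.072 to 2.135. For ENSRNOG00000014090 it rose from 1.472 to 1.483. For ENSRNOG00000052141 it went from -2.111 to -2.11 and for ENSRNOG00000060437 from -2.44 to -2.434. ENSRNOG00000061943 had 1 read in each wild-type brain library, so its rise does not bear on carried RNA.

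**Figure D2:**
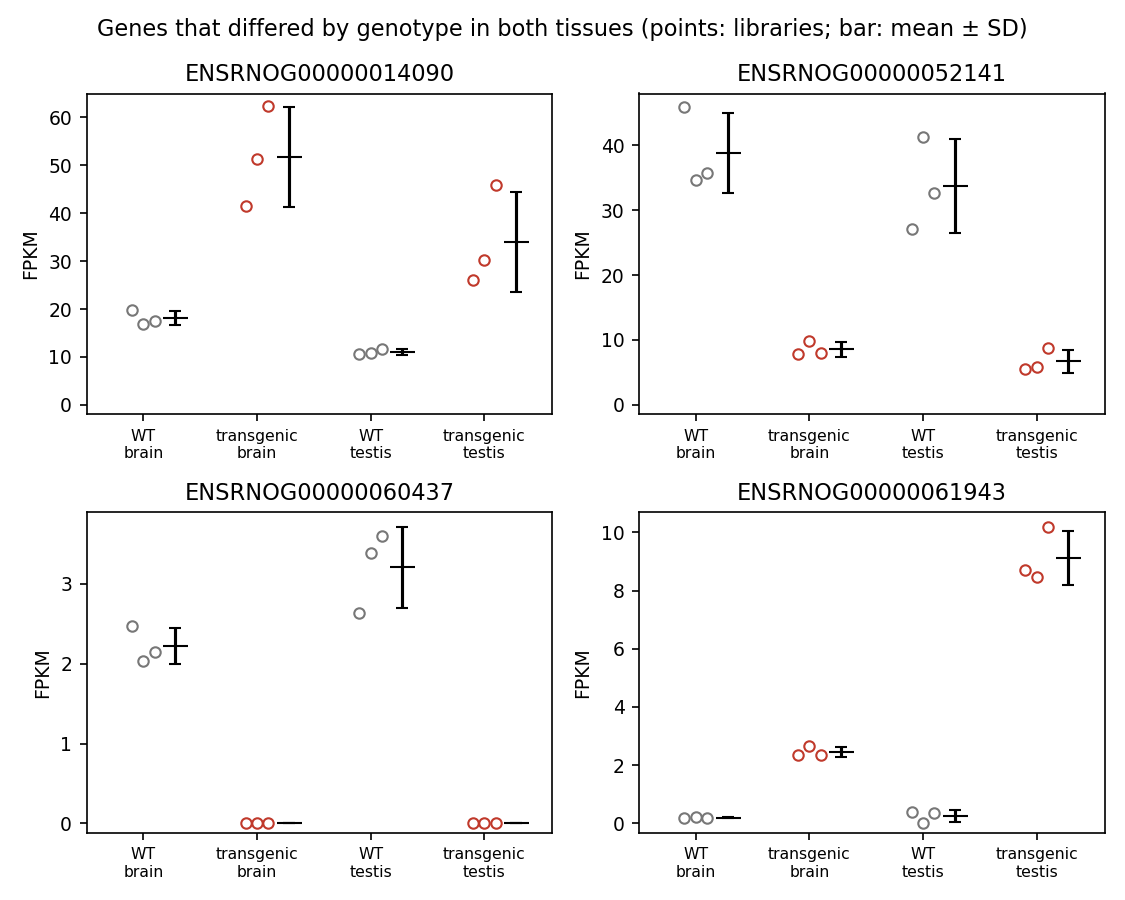
FPKM of the 4 genes called in both tissues, by genotype and tissue, with 1 point per library (grey, wild type; red, transgenic) and the mean ± SD of each group of 3 beside it. ENSRNOG00000014090 and ENSRNOG00000061943 are higher and ENSRNOG00000052141 and ENSRNOG00000060437 lower in the transgenic libraries of each tissue.

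The interaction asked whether the genotype difference itself differed between tissues. It was called for 46 of 10917 genes: in 15 the transgenic minus wild-type difference was higher in brain, and in 31 it was higher in testis. The difference was larger in size in testis for 37 of the 46 and in brain for 9, and the median size was 0.90 in testis against 0.20 in brain on the log2 scale. The signs were opposite in 32 of them. Of the 46 genes, 26 were called in testis (13 higher, 13 lower), 3 in brain, 1 of these in both, and 18 in neither. These classes compare unlike fits. The interaction used 1 spread per gene over 12 libraries, taken as equal in the tissues, while each tissue was fitted alone. With all 12 libraries in 1 fit, brain calls rose from 16 to 57 and testis calls from 84 to 247. Whether the 18 genes would be called in that fit was not tested, so no conclusion is drawn from them. Of the 4 shared genes, ENSRNOG00000061943 had a larger rise in testis (interaction -1.64 on the log2 scale, adjusted p = 0.038). That call held in 8 of 23 alternatives, with adjusted p from 0.0109 to 0.44, and the counting intervals of its read ratios in the tissues overlapped. The count fell to 28 without wild-type testis replicate 3, to 25 and 29 without transgenic brain replicates 1 and 3, and to 27 without transgenic testis replicate 2, where the split was 13 against 14. It was 29 without both wild-type brain replicate 2, which held testis transcripts, and transgenic testis replicate 3. With genotype and replicate number as a block, it was 1, a value that applies if same-numbered samples shared a rat.

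**Figure D3:**
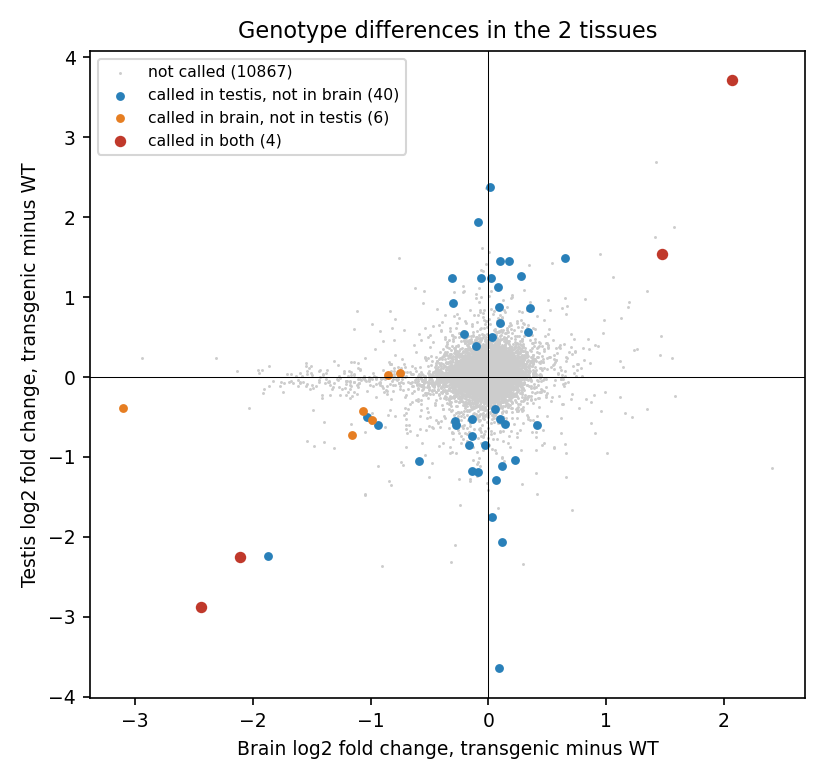
Log2 fold change, transgenic minus wild type, in brain (horizontal axis) and testis (vertical axis) for the 10917 genes tested in both, with 1 point per gene. The 4 genes called in both tissues (red) lie in the quadrants of equal sign; 40 genes were called in testis but not in brain (blue), 6 in brain but not in testis (orange) and 10867 in neither (grey).

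The tissues were compared in wild-type rats to set the size of the genotype differences against that of tissue. Brain and testis differed in 14462 of 16115 genes, 7774 higher in brain and 6688 higher in testis. With each library scaled to its median log2 ratio the split was even, 7211 against 7213. This follows from centring the median when most genes are called. At least 2-fold differences were seen for 6008 genes higher in brain and 5335 higher in testis, and at least 16-fold differences for 1087 and 1636. The called values ranged from -8.59 to 10.61 on the log2 scale, brain minus testis. The median of all genes lay 0.23 toward brain, and 0.01 after that scaling, so directions near that size depend on the scaling. Among abundant transcripts, 203 genes of at least 100 FPKM in testis had a median of at most 0.5 FPKM in brain, and 64 genes of at least 100 FPKM in brain had a median of at most 0.5 FPKM in testis. The 64 brain-restricted genes stood at 0.064% to 0.07% of their brain level in the wild-type testis libraries and at 0.073% to 0.093% in the transgenic ones. For 523 brain-restricted genes of 10 to 100 FPKM these values were 0.573% to 0.653% and 0.594% to 0.669%.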

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

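The interaction test was planned, while the regroupings without the common effect, the joint splits and the gene named here were chosen after the counts or values were seen. A difference between groups is what drew attention to both results. The genotype effect differed between brain and testis for 46 genes, 37 of them with the larger effect in testis. The signs of the effect were opposite in 32 of the 46. Of 100 regroupings of the libraries within each tissue, 1, the real one, gave as many genes, and the highest of the others gave 31. It was among the 24 that kept the real grouping in 1 of the tissues, while the 75 that broke it in both gave at most 2 genes. Since regrouping also removes the genotype effect itself, it was repeated with the effect common to both tissues taken out, as a test of an equal effect in brain and testis. Again 1 of 100 regroupings, the real one, gave as many genes (45), and the highest of the others gave 3, although at an unadjusted p under 0.05 the real grouping gave 876 genes and another up to 1627. Chance, or an equal effect, can be excluded by these counts only if the brain and testis samples came from different rats, which the labels leave open. If same-numbered samples shared a rat, only 10 joint splits would exist, too few for a share under 0.05. With genotype and replicate number as a block, the fit for that case, limma called 1 interaction gene.

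For ENSRNOG00000061943 the genotype difference was higher in testis, with an interaction of -1.64 on the log2 scale (adjusted p = 0.038 by limma). All 3 transgenic libraries lay above all 3 wild-type ones in each tissue, which bears on genotype within a tissue and not on the interaction. The counting intervals of its read ratios overlapped, 3.85 to 61.5 in brain and 13.4 to 130 in testis. Over 23 alternatives the adjusted p of the interaction ran from 0.0109 to 0.44, and the interaction call held in 8 of them. The wild-type level rests on 3 reads in brain and 4 in testis.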

How the results depend on the processing

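The voom fit, the subtraction of a testis-like share, the removal of genes over 10 times higher in testis, the interaction without 2 libraries and the repeated count of shared genes were chosen after seeing the data. The balance of calls turned or narrowed in some alternatives. Tissue genes were 7211 higher and 7213 lower in brain with median-ratio scaling, an even split from centring the median. Testis calls were 128 higher and 119 lower with all 12 libraries in 1 fit. They were 23 and 18, 10 and 10, and 20 and 17 without wild-type replicate 1, 2 and 3. Interaction genes were 13 higher and 14 lower in brain without transgenic testis replicate 2, and the 1 gene with the replicate block was higher. The correlation kept its sign in its 16 alternatives. The gene lists and rat Dnmt3a were not run, for want of gene names. Brain calls numbered 7 with a pseudocount of 0.1, 27 at an adjusted p under 0.1 and 57 with all 12 libraries in 1 fit, against 16. Testis calls numbered 196 with array weights, 199 at an adjusted p under 0.1, 247 with all 12 libraries in 1 fit and 190 with voom, against 84. Voom called 16 brain genes, 12 of them among the 16, and 79 of its testis calls were among the 84. With a log2 fold change of at least 1 also required, 13 calls remained in brain and 56 in testis. The interaction count was 103 with no filter, 87 with array weights and 29 without the 2 libraries, against 46. The correlation was 0.181 with a filter of 5 FPKM and 0.146 after quantile normalization, against 0.164. Without each replicate in turn, brain calls ranged from 2 to 8, testis calls from 20 to 80, interaction genes from 25 to 44, tissue genes from 14076 to 14442, the correlation from 0.129 to 0.168 and the shared genes from 1 to 4. Apart from the testis transcripts in wild-type brain replicate 2, no cause of these ranges was tested. Tissue genes stayed within 1.5 times the main count in all 15 alternatives. The 4 named genes kept their direction in all 164 alternatives of their brain, testis and interaction values and their call in 118 of them.

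Deviations of brain and testis samples of 1 genotype and number correlated at -0.01 to 0.18, and 4 of 6 brain samples correlated best with their own number. Those of the genotypes correlated at -0.27 to -0.01 in brain, with 0 of 3 best matches, and at 0.04 to 0.11 in testis, with 3 of 3. Since not every pair passed 0.1, the numbers were not taken as pairs, but a shared rat is not excluded. With the replicate number as a block (genotype and number, 1 term per possible rat, in the interaction), limma called 0 brain genes (742 at an unadjusted p under 0.05; voom without the block called 16), 39 testis genes, 1 interaction gene and 14382 tissue genes. The interaction of ENSRNOG00000061943 then had an adjusted p of 0.173, and these interaction values apply if same-numbered samples shared a rat. Depth limits low genes: 3 reads over the 3 transgenic brain libraries equal 0.0191 FPKM for ENSRNOG00000060437, of 3398 bp, and 0.194 FPKM for ENSRNOG00000061943, of 335 bp.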

Other observations

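The tests of carried testis RNA by transcript abundance, of the genotype of the brain, of genetic background, of other splits in the genotype comparisons, of joint splits for the correlation, of gene length and of genes near 0 in 1 genotype were chosen after the result was seen. Some genes were near 0 in 1 genotype and expressed in the other. In brain, 5 genes had at least 1 FPKM in each wild-type library and at most 0.25 FPKM in each transgenic one, and 2 genes showed the reverse. In testis, 7 genes were lost in this sense and 2 gained. Other splits of the same 6 libraries gave at most 5 such genes in brain, against 7, and at most 3 in testis, against 9. ENSRNOG00000060437 was the 1 gene lost in both tissues.

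The genes called in brain were short. Their median length was 1043 bp against 2236 bp for all genes tested, at percentile 0.21 of 10000 random lists matched on mean FPKM. The genes called in testis had a median of 1762 bp against 1979 bp, at percentile 7.12.

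Testis-restricted transcripts stood out in wild-type brain replicate 2. Their share of the testis level was 1.59% for the 203 most abundant genes and 1.83% for 841 genes of 10 to 100 FPKM, a ratio of 1.15. If a subset of testis genes were expressed in that brain, the shares would vary widely, but 97.5% of the 203 genes lay within 2-fold of the common share, where counting alone would give 99.5%. Genotype is also argued against, since wild-type replicate 3 stood at 0.062%, within the transgenic range of 0.051% to 0.165%. Testis RNA or reads carried into this library remain a candidate explanation, and the step at which this would have happened was not tested.

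The 4 genes that differed alike in both tissues could reflect testis RNA carried into brain libraries, or a genetic difference between the rats that is not the transgene. Carried RNA is argued against: it equals at most 7.2% of the size of the brain difference of any of the 4. For ENSRNOG00000014090, higher in transgenic rats, subtracting the testis-like share enlarged the difference. The rise for ENSRNOG00000061943 does not bear on this, since that gene had 1 read in each wild-type brain library. Its level in testis also depends on genotype, 0.255 FPKM in wild type and 9.12 FPKM in transgenic rats. Background and transgene cannot be told apart for the 4 genes, because they differ together between the groups and the labels do not say whether the rats were littermates. A role of the transgene is the biological difference in the design and was not tested separately.

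Leaving out wild-type brain replicate 2 left 2 brain calls, both among the 16, and its testis transcripts could have been the reason. Subtracting each brain library's testis-like share left 15 calls, all 15 among the 16, which argues against those transcripts as the reason. Leaving out each of the other 5 libraries also lowered the count, to between 4 and 8.

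For each comparison of 3 with 3 libraries there are 10 splits, too few for a share under 0.05. In brain 1 of the 10, the real one, gave 16 genes by limma and the highest of the others 0. At an unadjusted p under 0.05, however, the real split gave 1088 genes, and the split that set wild-type replicates 1 and 3 and transgenic replicate 2 against the rest gave 1681, which points to a structure of the brain samples that does not follow genotype. In testis 1 of the 10 gave 84 and the highest of the others 1, with 1618 genes at an unadjusted p under 0.05 against at most 952 in the others. Between wild-type tissues 1 of the 10 gave 14462 and the highest of the others 0 by limma, with at most 19 genes at an unadjusted p under 0.05. For the correlation of fold changes between tissues, 3 of 100 splits, the real one included, gave a size of at least 0.164, and the highest of the others gave 0.204. This treats brain and testis samples as coming from different rats, which the labels leave open. With same-numbered samples regrouped together, 2 of the 10 splits gave at least 0.164, so chance cannot be excluded for the correlation.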
